A study of Homo sapiens with 8 samples. Its data were reported in "Predictive modeling of signal-responsive cis-elements in human red blood cell precursors" (2026).

How the data were processed

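Chromatin accessibility was measured by ATAC-seq, an assay in which the transposase Tn5 cuts open chromatin and inserts sequencing adapters, so that fragments pile up where DNA is accessible. The cells were HUDEP-2, an established human erythroid progenitor line. Per the labels, cells carried either a control guide RNA (sgControl) or a guide against EGR1 (sgEGR1), were deprived of growth factors for 5 h, and were then given stem cell factor (SCF, 50 ng/ml), the ligand of the Kit receptor, or phosphate-buffered saline (PBS) for 1 h. About 50000 cells went into each library. The labels describe 8 samples in 4 groups of 2. Peak lists of the 4 sgControl libraries (PBS replicates 1 and 2, SCF replicates 1 and 2) were analysed. The 4 sgEGR1 samples were not analysed here, so no statement is made on the dependence of any change on EGR1.

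The authors sequenced paired ends and used the ENCODE ATAC-seq pipeline, according to the methods of the study. The methods name build hg38, whereas the series description and the first line of each deposited list name hg19. The coordinates were therefore read as hg19. Each list was called on its own library: replicates were not pooled. The caller and its settings are not stated in the labels. The reference used here was the primary assembly GRCh37, whose chromosome names and lengths were compared with the lists. All peaks on the 24 chromosomes used (1 to 22, X and Y) ended inside the reference, with 0 chromosomes exceeded. Genes came from GENCODE release 44 lifted to GRCh37.

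The deposited lists give 4 values per peak. The score column holds the authors' whole-number score, derived from the q-value, which was not used in any comparison. The signal column of the deposited lists is a fold enrichment of the fragment pileup at the summit over the local background. It was read as a ratio with the same constant added to both terms, so it is not the plain ratio. The 2 remaining columns are the −log10 of the p-value and of the q-value, per the file format and as deposited by the authors. The lowest −log10 q in the lists corresponded to a q-value of 0.0497, so a threshold of 0.05 had been applied before deposit. These values belong to each peak within its own list and were used to describe, rank or filter peaks of that list. The fold enrichment and −log10 p also served to recover pileups and relative depth, which were compared between libraries. The median fold enrichment of each library was averaged by treatment as a summary only, and no conclusion on accessibility rests on it.

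The peak names inside the lists carry replicate numbers of their own. The list labelled PBS replicate 1 has names with number 2, PBS replicate 2 has number 3, SCF replicate 1 has number 1, and SCF replicate 2 has number 2. Groups and replicate numbers were taken from the labels throughout.

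Total read numbers are unknown from peak lists. Relative depth was recovered as follows. For each peak, a whole-number summit pileup (the number of fragments over the summit) and a local background were found that together give the deposited fold enrichment and, under a Poisson distribution, the deposited −log10 p. A whole number gave the −log10 p to within a relative error of 0.0001 in 100% of the peaks with a −log10 p under 300, in each of the 4 libraries. The lowest local background in a library was taken as its genome-wide background. It was divided by the shortest peak width, a proxy for the fragment length used by the caller, and expressed relative to PBS replicate 1. A low depth leaves weak sites uncalled, so absence of a peak means only that none passed the threshold at that depth.

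The 4 lists were merged into regions wherever peaks shared at least 1 bp. A library called a region if a peak of its list overlapped it by at least 1 bp. SCF-only regions were called in both SCF libraries and in neither PBS library, and PBS-only regions the reverse. Each peak received a percentile rank by fold enrichment within its list (100 is the highest), and the highest-ranked peak stood for a region. Rank gain regions were called in all 4 libraries, with the lower SCF rank at least 10 points above the higher PBS rank. Rank loss regions were defined in the other direction. Since 4 libraries can be divided into 2 pairs in 3 ways, each count was set against the same count for all 6 ordered pairs of libraries, which serves as the background for differences between libraries. Similarity of a pair of lists was the Jaccard index, the bases covered by both as a percent of the bases covered by either.

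Sequence within 100 bp on each side of the summit was searched on both strands for 5 words: TGANTCA for AP-1, GCGTGGG for EGR, WGATAA for GATA, CCWWWWWWGG for the serum response element and TGACGTCA for the cAMP response element (N, any base; W, A or T). Shares were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 5 words, and are given with 95% Wilson intervals. Odds ratios have 95% Woolf intervals. Mantel-Haenszel odds ratios were taken over 5 bins of GC content or of rank. These tests treat regions as independent and cover counting error only. They compare the regions of these libraries, and the libraries, not the regions, are the replicates. Regions were placed by their summit: within 1 kb of an annotated transcription start site, otherwise in an exon, in an intron or between genes. Regions within 15 kb of a start site of 40 immediate early genes were compared with the other regions by Fisher's exact test. Library-level values were compared by two-sided exact permutation tests, which with 2 libraries per group cannot give a p-value below 0.333.

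The differential model of the study, MAnorm, needs aligned reads and was not used here. The regions that the text may name were fixed by a rule: the regions within 15 kb of a start site of 15 genes listed as loci of the study's Kit response elements (SPRED2, on the list, is named in the study only as a target gene), the 5 SCF-only and 5 PBS-only regions with the highest mean rank over the 2 libraries that called them, and the 5 rank gain and 5 rank loss regions with the largest rank gap. Of the regions at the 15 genes, the text gives the EGR1 promoter, those that were SCF-only, PBS-only, rank gain or rank loss, and the other region at SPRED1, a selection made after their values were seen, and counts the rest. The groups, the tests, the word and gene lists and this rule were set before the data were examined. The AP-1, EGR and GATA words follow motifs that the study had named from the same experiment. Alternatives covered stricter thresholds, an equal number of peaks per library, windows of fixed width, other overlap and merging rules, other rank gaps and ranking values, other windows and words, GC content, distances to start sites, the replicate number as a block, and leaving out each library in turn.

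The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. The procedures were tested on simulated data. Among 10000 simulated regions, 200 of 200 seeded SCF-only and 200 of 200 seeded PBS-only regions were recovered, beside 16 and 20 others that arose from random dropout of peaks. Of 200 regions seeded with a higher value in the SCF libraries, 176 were recovered as rank gains, with 2 others. Of 200 seeded with a higher value in the PBS libraries, 165 were recovered as rank losses, with 1 other. The missed regions lay near the ends of the ranking, where a percentile cannot move by 10 points. Seeded SCF-only and PBS-only regions were always kept under their own treatment and removed from the other, so their full recovery was fixed in advance. Noise and dropout were chosen settings. Dropout was lower than in the real lists, where a library lacked 12.2 to 24.3% of the peaks of another. The numbers of other regions are therefore no estimate of false calls in the real lists. Merged regions were identical to those of bedtools 2.31.1 for all 43654 regions.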

Results

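Chromatin accessibility was profiled by ATAC-seq in HUDEP-2 cells carrying a control guide RNA, after 1 h with SCF or with PBS. The comparison asks which sites open or close when SCF activates the Kit receptor. There were 2 libraries per treatment. PBS replicate 1 held 30240 peaks, PBS replicate 2 held 33616, SCF replicate 1 held 29269 and SCF replicate 2 held 33324. Peaks covered 20.1 Mb and 22.9 Mb of the genome in the PBS libraries and 19.1 Mb and 20.96 Mb in the SCF libraries. Read totals are unknown. The depth recovered from the background pileup, relative to PBS replicate 1, was 1.42 in PBS replicate 2, 0.883 in SCF replicate 1 and 0.843 in SCF replicate 2. The median summit pileup was 23 fragments in PBS replicate 1, 27 in PBS replicate 2, 23 in SCF replicate 1 and 20 in SCF replicate 2. Over the 22398 regions called in all 4 libraries, the median summit pileup divided by the background was 33.5 and 31.3 in the PBS libraries and 35.0 and 37.3 in the SCF libraries.

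The number of peaks and the covered length did not differ between treatments by more than the spread between replicates. PBS libraries had 31928 ± 2387 peaks (SD, n = 2) and SCF libraries 31296.5 ± 2867 (SD, n = 2, two-sided exact permutation p = 0.667). With 2 libraries per group, this test cannot give a p-value below 0.333. The covered length was 21.5 ± 1.97 Mb in PBS and 20.01 ± 1.35 Mb in SCF libraries (SD, n = 2, exact permutation p = 0.667). The median peak width was 599.5 ± 3.54 bp in PBS and 564.5 ± 23.3 bp in SCF libraries (SD, n = 2, exact permutation p = 0.333, the smallest possible). Both PBS libraries had wider peaks (597 and 602 bp) than both SCF libraries (581 and 548 bp). The difference in peak number between treatments, −631.5, was smaller than that between replicates 2 and 1, which was 3376 for PBS and 4055 for SCF. Of the alternatives, leaving out a library moved the difference in peak number most, to between −2659 without SCF replicate 2 and 1396 without SCF replicate 1.

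Similarity between libraries was measured as the Jaccard index. It ranged from 63.7% for the 2 SCF libraries to 65.9% for the 2 PBS libraries. Pairs of the same treatment exceeded pairs of different treatment by 0.371 percentage points on average. The same difference was 0.225 points when libraries were paired by replicate number and −0.596 points when they were crossed. With the lists as deposited, the difference by treatment was thus close to that by replicate number. Leaving out PBS replicate 2 moved the difference by treatment most, to −1.19 points, and leaving out SCF replicate 1 gave 1.80 points. With the 10000 peaks of highest −log10 p in each library, the difference was 1.16 points by treatment, −0.540 by replicate number and −0.621 for the crossed pairs. With an equal number of peaks per library, these values were 0.706, −0.258 and −0.448, and with a −log10 q of at least 5 they were 0.871, −0.267 and −0.603. Only the pairing by treatment was above 0 in these 3 settings. Percentile ranks correlated across the 22398 regions called in all 4 libraries, with a Spearman's rho of 0.899 between the PBS libraries, 0.876 between the SCF libraries and 0.875 to 0.881 between treatments. Regions within a genome are not independent replicates.

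Merging the 4 lists gave 43654 regions, of which 22398 (51.3%) were called in all 4 libraries. In both SCF libraries and neither PBS library, 721 regions were called. In both PBS libraries and neither SCF library, 1036 were called. Splits of the libraries that do not follow treatment gave 1502 regions for both replicate 2 libraries alone, 409 for both replicate 1 libraries alone, and 767 and 783 for the crossed pairs, as plotted for the 6 pairs of libraries. The SCF-only count was thus as large or larger in 5 of the 6 ordered splits, itself included, and the PBS-only count in 2 of 6. Neither count stood out from those given by other splits. When the same number of peaks was taken from each list, the counts were 817 SCF-only and 861 PBS-only regions, against 793, 629, 673 and 705 for the other splits, so that the treatment counts were then the highest of the 6, by a small margin. Of the 721 SCF-only regions, 538 overlapped the 817. The condition is looser with 1 library in a group, and the SCF-only count ranged from 1299 without PBS replicate 1 to 4636 without SCF replicate 1, the alternative that moved it most. The PBS-only count ranged from 1932 without SCF replicate 1 to 4816 without PBS replicate 1. SCF-only and PBS-only regions were weak, with a median percentile rank of 22.9 and 21.8, against 63.3 for regions called in all 4 libraries.

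**Figure D1:**
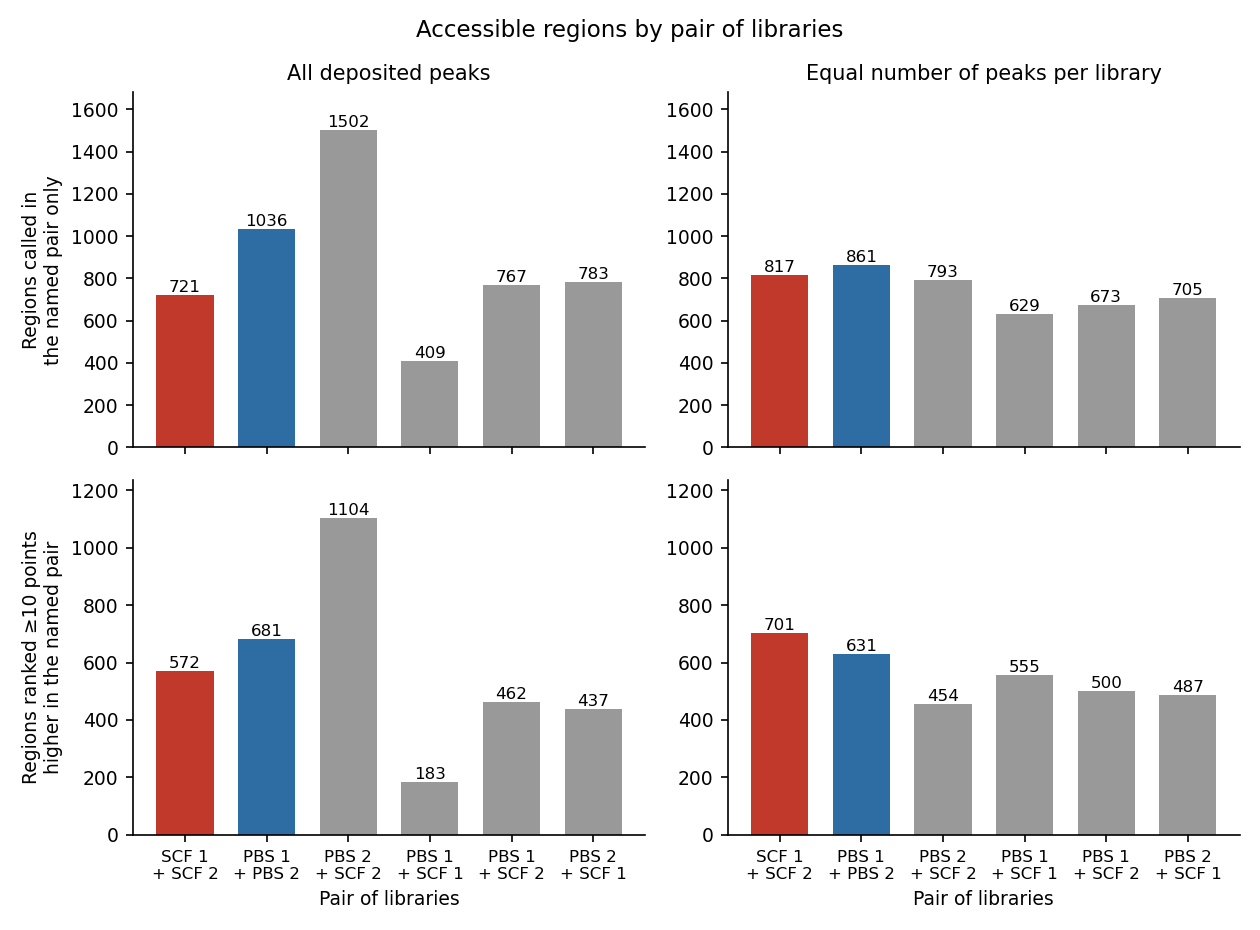
Number of regions for each of the 6 ordered splits of the 4 libraries, for regions called in a pair of libraries alone and for regions called in all 4 but ranked higher in that pair. The 721 SCF-only and 1036 PBS-only regions lie within the range of the other splits, 409 to 1502.

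Among regions called in all 4 libraries, changes were sought by rank within each list. The fold enrichment behind the ranks is the authors' own value for each peak. There were 572 rank gain regions, in which both SCF ranks lay at least 10 points above both PBS ranks, and 681 rank loss regions. Other splits gave 1104 regions ranked higher in both replicate 2 libraries, 183 in both replicate 1 libraries, and 462 and 437 for the crossed pairs. With an equal number of peaks per library, there were 701 rank gains and 631 rank losses, against 454, 555, 500 and 487 for the other splits, so that both counts were then above those of the other 4 splits. Among the alternatives that used all 4 libraries, the gap asked for moved the number of rank gains most, to 89 with a gap of 20 points and 1353 with a gap of 5 points. It was 1382 without SCF replicate 2 to 2706 without SCF replicate 1 when a library was left out. The number of rank losses was 1653 to 3356 when a library was left out. Across the 22398 regions, the SCF minus PBS difference in rank of one pair of libraries correlated with that of the other pair at a Pearson's r of 0.0723 for pairs of the same replicate number and 0.0486 for pairs of different number. The correlation of the replicate 1 minus replicate 2 difference between treatments was 0.0239.

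The motif comparison asks which transcription factor motifs lie in the regions that differ. AP-1 factors are dimers of proteins that include the FOS and JUN families, and the study also counts ATF3 among them. A word in the sequence does not tell which factor binds there. The AP-1 word lay near the summit in 17.8% of SCF-only regions (95% Wilson interval 15.2 to 20.8%, 719 regions on the 24 chromosomes) and in 7.35% of PBS-only regions (5.91 to 9.10%, 1034 regions). The odds ratio was 2.73 (95% interval 2.02 to 3.69, Fisher's exact p = 3.93e-11, adjusted over the 5 words 1.96e-10). The share was 6.77% in regions called in all 4 libraries. Leaving out SCF replicate 2 moved the odds ratio most, to 1.57, and leaving out SCF replicate 1 gave 1.82. The control splits gave smaller values. The odds ratio was 1.59 (1.04 to 2.44, adjusted exact p = 0.0871) between regions called in the replicate 2 libraries alone and in the replicate 1 libraries alone, and 1.17 (0.848 to 1.61, adjusted exact p = 0.484) between the crossed pairs. The interval of the first control overlapped that of the treatment comparison. The EGR word was found in 3.62% of SCF-only and 2.90% of PBS-only regions (odds ratio 1.26, adjusted exact p = 0.667). The GATA word was found in 27.8% and 30.1% (odds ratio 0.896, adjusted exact p = 0.667). Within 250 bp of the summit, the odds ratio for GATA was 0.761 with an adjusted exact p-value of 0.0140, and within bins of GC content it was 1.01. The control splits gave larger GATA differences, with an odds ratio of 1.97 (adjusted exact p = 5.3e-07) between the replicate 2 and replicate 1 libraries alone and 1.55 (adjusted exact p = 0.000675) between the crossed pairs. The serum response element was found in 1.11% and 1.55% (adjusted exact p = 0.667) and the cAMP response element in 0.139% and 0.0967% (adjusted exact p = 1).

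The same words were counted in the rank gain and rank loss regions, a comparison added after the data were seen. The AP-1 word lay in 23.1% of 572 rank gain regions (19.8 to 26.7%) and in 4.57% of 679 rank loss regions (3.23 to 6.41%), an odds ratio of 6.27 (4.16 to 9.44, adjusted exact p = 3.71e-22). Without SCF replicate 2, the odds ratio was 2.81, the lowest of the values with a library left out, of which the highest was 3.85. The GATA word lay in 38.6% of rank gain and 23.4% of rank loss regions (odds ratio 2.06, 1.61 to 2.63, adjusted exact p = 1.52e-08). A difference of similar size appeared between regions ranked higher in both replicate 2 libraries and regions ranked higher in both replicate 1 libraries, with 36.0% and 24.2% (odds ratio 1.76, 1.23 to 2.53, adjusted exact p = 0.00889). The corresponding odds ratio for AP-1 was 1.75 (0.866 to 3.53, adjusted exact p = 0.341), and that of the crossed pairs was 1.05 (0.661 to 1.66, adjusted exact p = 1). Both intervals lay below that of the comparison by treatment. For GATA, the crossed pairs gave 1.42 (1.05 to 1.91, adjusted exact p = 0.116), a smaller value whose interval overlapped that of the comparison by treatment. In the comparison by treatment, a gap of 20 points gave 1.68 for GATA (adjusted exact p = 0.202). Ranks by the recovered pileup gave 1.48 (adjusted exact p = 0.0785). The EGR word lay in 5.07% and 3.83% (odds ratio 1.34, adjusted exact p = 0.416).

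**Figure D2:**
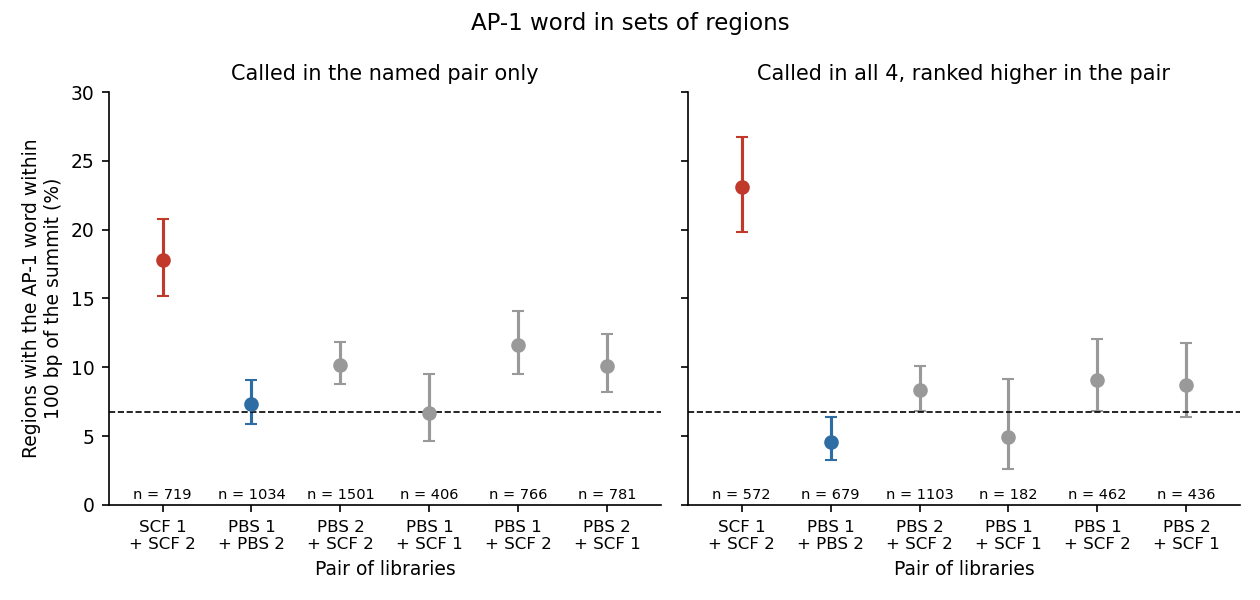
Percent of regions with the AP-1 word within 100 bp of the summit in each set of regions, with 95% Wilson intervals. The share was 17.8% in SCF-only and 23.1% in rank gain regions, against 7.35% in PBS-only and 4.57% in rank loss regions.

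The AP-1 share was also counted over all peaks of each library, again after the data were seen. It was 6.97% and 7.17% in the PBS libraries and 8.39% and 8.64% in the SCF libraries. The means were 7.07 ± 0.144% and 8.52 ± 0.177% (SD, n = 2), a difference of 1.45 percentage points with an exact permutation p of 0.333, the smallest that 2 libraries per group allow. Peaks of an SCF library that were absent from a PBS library had the AP-1 word in 12.4 to 13.0% over the 4 comparisons. Peaks of a PBS library absent from an SCF library had it in 7.36 to 8.43%. Peaks absent from the other library of the same treatment had it in 8.76 to 10.8%.

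**Figure D3:**
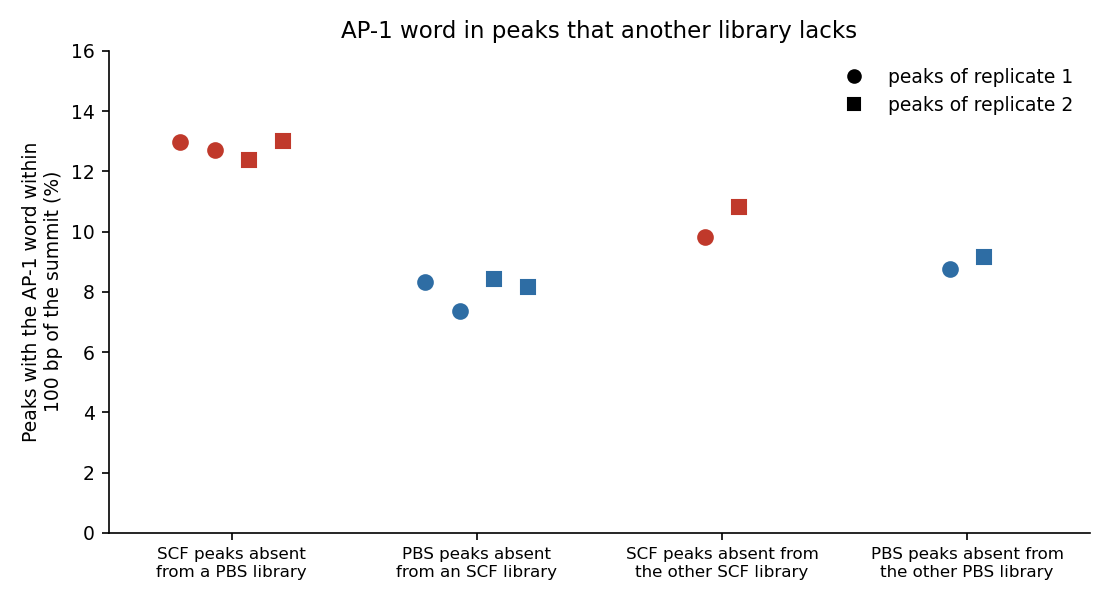
Percent of peaks with the AP-1 word among the peaks of a library that a second library lacks, for the 12 ordered pairs of libraries. SCF peaks absent from a PBS library lie at 12.4 to 13.0%, and PBS peaks absent from an SCF library at 7.36 to 8.43%.

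The position of regions relative to genes was compared next. Of SCF-only regions, 19.6% lay within 1 kb of a transcription start site, 7.23% in exons, 47.0% in introns and 26.1% between genes. Of PBS-only regions, the shares were 24.0%, 3.97%, 45.4% and 26.7%. Promoter regions made up 59.3% of the regions called in all 4 libraries. The odds ratio for promoters between SCF-only and PBS-only regions was 0.773 (0.612 to 0.976, Fisher's exact p = 0.0307). The difference depended on the choices made. It was 0.693 (Fisher's exact p = 0.00691) with a limit of 500 bp, 0.978 (Fisher's exact p = 0.842) with a limit of 3 kb and 0.903 (Fisher's exact p = 0.405) with an equal number of peaks per library, and the direction reversed without PBS replicate 1 (1.05) and without PBS replicate 2 (1.09) but not without SCF replicate 1 (0.611) or SCF replicate 2 (0.869). The control split by replicate number gave 0.801 (Fisher's exact p = 0.0960). Promoters made up 27.4% of rank gain and 43.9% of rank loss regions (odds ratio 0.484, 0.381 to 0.614, Fisher's exact p = 1.62e-09).

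Immediate early genes are induced within minutes of growth factor signals. Of 1291 SCF-only or rank gain regions, 2 (0.155%) lay within 15 kb of a start site of the 40 listed genes, against 130 of the 42278 other regions (0.307%, odds ratio 0.503, 0.124 to 2.04, Fisher's exact p = 0.445). With so few regions near these genes, no difference was detectable. The genes were SPRED1, with a rank gain, and MYC, with an SCF-only region and named here after its values were seen. PBS-only or rank loss regions lay near 5 of the 40 genes (FOSL1, EGR2, EGR4, SPRY2 and CSRNP1, also named after their values were seen).

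A list of 15 genes was drawn from the study as loci of Kit response elements, although SPRED2 appears there only as a target gene. At these genes, 56 regions lay within 15 kb of a start site, and 40 of these were called in all 4 libraries. There were 1 SCF-only, 2 rank gain, 1 PBS-only and 2 rank loss regions, and no region was called near KLF17. The region at the EGR1 promoter (GRCh37, chromosome 5, 137799697 to 137801738) was called in all 4 libraries, with percentile ranks of 71.4 ± 2.60 in PBS and 73.9 ± 1.04 in SCF libraries (SD, n = 2). Its summit lay at −0.206 kb from the start site. The study places its EGR1 element farther upstream, within the span of this region. The ranks describe the highest-ranked peak, so that element was not measured on its own. At BCL11A (ENSG00000119866.22_17, chromosome 2, 60677655 to 60781602, minus strand), an intronic SCF-only region lay at 60722174 to 60722684, with summit pileups of 18 and 12 fragments and ranks of 41.9 and 13.8. An intronic PBS-only region lay at 60725358 to 60725762, with pileups of 9 and 18 and ranks of 4.69 and 31.0. The SCF-only region also lay within 1 kb of the start of a non-coding transcript, ENSG00000233953. Neither is the element that the study describes, which lies upstream of the gene. Of the 7 regions at BCL11A, none lay farther upstream than −1.74 kb. All 4 pileups were below the median summit pileup of their library, and the map of the locus shows the peaks of each library. A region upstream of SPRED1 (chromosome 15, 38543749 to 38544882) gained rank, from 31.6 ± 0.242 in PBS to 44.1 ± 1.93 in SCF libraries (SD, n = 2). The other region near SPRED1, in an intron (38546459 to 38546997) close to where the study places its element, was ranked 81.3 ± 2.02 in PBS and 75.2 ± 10.5 in SCF libraries, a difference smaller than the SD of the latter. A region in an intron of E2F3 (chromosome 6, 20409749 to 20410536) gained rank, from 60.7 ± 7.23 to 77.9 ± 1.70. A region in an intron of CDK8 (chromosome 13, 26987041 to 26987953) lost rank, from 64.0 ± 9.14 to 38.5 ± 5.84. A region upstream of GATA2, in an intron of its antisense transcript (chromosome 3, 128216365 to 128217020), lost rank, from 31.1 ± 4.86 to 6.26 ± 1.41.

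The regions with the highest ranks or the largest rank gaps were named by the fixed rule. The 5 highest-ranked SCF-only regions had mean ranks of 58.9 to 60.8, lay in genes in 5 of 5 cases, and held the AP-1 word in 3. The first lay in an intron of MIR548A1HG (chromosome 6, 18585143 to 18585760, ranks 58.2 and 63.3). The others lay in introns of JAZF1 (chromosome 7, 28101915 to 28102218), TYW1B (chromosome 7, 72255282 to 72255671) and NPTN (chromosome 15, 73856693 to 73856987), and in a non-coding exon of TMEM245 (chromosome 9, 111798135 to 111798605). The 5 highest-ranked PBS-only regions had mean ranks of 58.9 to 62.9, and 0 of them held the AP-1 word. The first lay in an intron of LPIN1 (chromosome 2, 11925053 to 11925866), 1 lay within 1 kb of the start of ENSG00000249359 (chromosome 5, 21341509 to 21342225), and the others lay between genes (chromosome X, 101054407 to 101054729, chromosome 11, 61879881 to 61880170, and chromosome 8, 43820996 to 43821247).

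The largest rank gain lay on chromosome 3 (128949252 to 128950002), at the start of a non-coding gene, ENSG00000289351. Its rank was 18.5 ± 0.878 in PBS and 59.6 ± 0.148 in SCF libraries (SD, n = 2), a gap of 40.3 points, and it held the AP-1 and GATA words. The next 4 had gaps of 32.9 to 37.01 points and lay between genes on chromosome 15 (62386393 to 62387054), at the promoters of CAMK4 (chromosome 5, 110559498 to 110560389) and SLC22A23 (chromosome 6, 3324582 to 3325159), and in an intron of LIX1L-AS1 (chromosome 1, 145502073 to 145502543). The AP-1 word was present in 2 of the 5 largest rank gains and 0 of the 5 largest rank losses. The largest rank loss lay on chromosome 7 (81441253 to 81441773), upstream of HGF, with ranks of 56.3 ± 5.75 in PBS and 9.36 ± 4.35 in SCF libraries (SD, n = 2). The next 4 had gaps of 36.8 to 38.0 points and lay at TBC1D23 (chromosome 3, 100035377 to 100035889) and between genes (chromosome 10, 13188312 to 13188941, and chromosome 20, 32520992 to 32521685 and 52367487 to 52368086).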

Values the study reported

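The study reported 1687 sites with increased and 1170 sites with decreased accessibility after Kit activation, at a fold-change cut-off of 1.5. Of the activated sites, it placed 15% at promoters, 49% in introns and 24% in distal intergenic sequence.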

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

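Ranking by the recovered pileup, the AP-1 share of each library, and all alternatives for the words in rank gain and rank loss regions were chosen only after the data were seen. Of 211 alternative values, 155 were rated as unchanged and 56 were not. Where a test applied, unchanged meant the same side of the threshold. For counts the tolerance was wide: 487 and 875 rank losses against 681, and 1356 PBS-only regions against 1036, were rated as unchanged. Other values without a test had to stay within the spread or interval of the reported value. Some of the 155 changed sign or direction within that spread, among them the similarity difference without PBS replicate 1 (−0.293 points) and the cAMP response element without PBS replicate 1 (0.462). Where no cause is given, the cause was not tested.

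The covered length and the immediate early gene comparison kept their direction under each alternative run, and neither passed a threshold. The difference in peak number stayed within the spread between replicates, but its sign was not fixed: it ran from −2659 without SCF replicate 2 to 1396 without SCF replicate 1. In SCF-only against PBS-only regions, the serum and cAMP response elements passed the threshold under no alternative that could be tested.

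With the 10000 peaks of highest −log10 p per library, the similarity difference was 1.16 points, and there were 196 SCF-only, 230 PBS-only, 350 rank gain and 403 rank loss regions, fewer by construction since fewer peaks entered. These counts were above those of the other splits there, 145 to 169 for regions called in a pair alone and 229 to 329 for rank gaps. The difference in AP-1 share was 1.20 points there. With a −log10 q of at least 5, 461 regions were SCF-only and 469 were rank gains, each the fourth highest of the 6 splits, whereas the 915 PBS-only regions and 875 rank losses were the highest. Ranking by −log10 p gave 369 rank gains. Ranking by recovered pileup gave 225 rank gains and 336 rank losses. A gap of 5 points gave 1353 and 1731, and a gap of 20 points gave 89 and 122, by construction.

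For GATA in SCF-only against PBS-only regions, the odds ratio passed the threshold over the whole region (0.796) and within 250 bp of the summit (0.761), and was 1.01 within bins of GC content. In rank gain against rank loss regions, it no longer passed with a gap of 20 points (1.68) or with ranks by pileup (1.48), and EGR passed after stratifying by GC content (2.07). For AP-1 there, the odds ratio was 4.52 to 25.9 over the alternatives that used all 4 libraries. The promoter odds ratio passed within 500 bp (0.693) and no longer passed within 3 kb (0.978) or with equal numbers of peaks (0.903).

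Leaving out each library in turn gave ranges as follows. A group of 1 library makes the conditions looser, so the counts rose by construction. The similarity difference ran from −1.19 to 1.80 points. SCF-only regions numbered 1299 to 4636, PBS-only regions 1932 to 4816, rank gains 1382 to 2706 and rank losses 1653 to 3356. For SCF-only against PBS-only regions, the odds ratio was 1.57 to 2.42 for AP-1, 0.720 to 1.36 for EGR and 0.598 to 1.10 for GATA. For rank gain against rank loss, it was 2.81 to 3.85 for AP-1, 1.275 to 2.09 for GATA and 0.489 to 1.32 for the cAMP response element. The promoter odds ratio ran from 0.611 to 1.09, and reversed without PBS replicate 1 (1.05) and without PBS replicate 2 (1.09).

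Taking the replicate number as a block gave 993 rank gains, 1216 rank losses and, for GATA in SCF-only against PBS-only regions, an odds ratio of 0.920, which then passed the threshold. The blocked odds ratio for AP-1 was 1.66 (1.53 to 1.81), below the interval without a block, and it compares single pairs of libraries, so its sets are larger and less strict. The labels do not say that replicates of the same number were handled together, and the deviations of libraries with the same number correlated at an r of 0.0239 over 22398 regions. SCF-only and PBS-only regions had low median ranks (22.9 and 21.8), and whether depth left peaks uncalled there was not tested.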

Other observations

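The tests of depth, of unequal list lengths, of flickering calls for AP-1, and of splits that do not follow treatment were chosen only after the results were seen. For the last of these, the reading was also settled after the values were seen: it first compared the control's value with the lower bound of the treatment comparison, and was then made stricter by comparing intervals, which left the explanation open for AP-1 in SCF-only against PBS-only regions.

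There were 721 SCF-only regions. That is lower than the value quoted from the study above. The measure differs: the study compared read signal at sites, whereas SCF-only regions rest on the presence or absence of peaks.

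Replicate 2 libraries held more peaks than replicate 1 libraries in both treatments. For PBS, the replicate 2 library was 1.42 times as deep as replicate 1, and its enrichment over background was 0.936 times as high, so greater depth may account for its longer list, and higher enrichment would not. For SCF, the depth ratio was 0.954, which argues against depth, and the enrichment ratio was 1.07, so a higher enrichment could contribute. These ratios come from single libraries and have no error. The excess of regions called in both replicate 2 libraries alone over SCF-only regions was gone with equal list lengths, where the ratio of the counts was 0.971. Unequal list lengths are therefore a candidate explanation for that excess. No biological explanation was tested for it.

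The AP-1 word was more frequent in SCF-only than in PBS-only regions. The odds ratio was 2.81 (2.07 to 3.81) within bins of GC content, 3.08 (2.22 to 4.29) over 1 kb from start sites and 2.69 (1.99 to 3.64) within bins of rank, which argues against GC content, promoter share and peak strength as the whole cause. Of 461 words with the letters of AP-1 words in another order, 2 had an odds ratio as large, which argues against base composition. Peaks absent from the other library of the same treatment, which flicker at the threshold would give as well, held the word in at most 10.8% (upper limit 11.5%). Peaks of an SCF library absent from a PBS library held it in at least 12.4% (lower limit 11.7%), so by a narrow margin flicker is not the whole cause, though a contribution stays open. For SCF-only against PBS-only regions, the replicate split gave 1.59 (1.04 to 2.44), an interval that overlaps that of the treatment split, 2.02 to 3.69. Overlap does not show that the splits are equal, so the odds ratios leave a difference between libraries unrelated to SCF open. The shares, compared after they were seen, say more. SCF-only regions held the word in 17.8% (15.2 to 20.8%), and regions of any other pair alone in at most 11.6% (9.54 to 14.1%). That argues against differences of the size the other splits show as the whole cause of the SCF-only share. A difference that follows the treatments was not tested.

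The AP-1 word was also more frequent in rank gain than in rank loss regions, with an odds ratio of 6.27 (4.16 to 9.44). Here the other splits gave 1.75 (0.866 to 3.53) and 1.05 (0.661 to 1.66), which argues against differences between libraries of the size those splits show as the whole cause. The AP-1 share of all peaks was also higher in both SCF libraries than in both PBS libraries. The intervals treat regions as independent, and 4 libraries allow only 3 splits, so a difference that happens to follow the treatments was not tested. Some recorded differences did follow them. Relative depth was 1 and 1.42 in the PBS libraries, against 0.883 and 0.843 in the SCF libraries. Enrichment over background was 33.5 and 31.3 in the PBS libraries, against 35.0 and 37.3 in the SCF libraries. Median peak width also separated the treatments. That SCF may open sites with the AP-1 word remains a hypothesis, and binding of any factor was not measured. The AP-1 word and the comparison of SCF-only with PBS-only regions were set before the data were examined. The word itself, however, is a motif that the study had found enriched in its Kit-activated sites from the same experiment. The comparison is therefore no independent test of it. For SCF-only against PBS-only regions, the odds ratios leave a difference between libraries unrelated to SCF open. The rank gain comparison and the AP-1 share of each library were added, and tested, on data already seen.

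The GATA word was more frequent in rank gain than in rank loss regions. The odds ratio was 1.73 (1.298 to 2.30) within bins of GC content, so GC content alone does not account for it. The split by replicate number gave 1.76, close to the treatment split, and the crossed split gave a smaller value, 1.42 (1.05 to 1.91). Because of the first of these, a difference between libraries unrelated to SCF and an effect of SCF cannot be told apart.

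All 2080 six-letter words, each counted with its reverse complement, were also compared after the data were seen, without a prior list. Between SCF-only or rank gain regions (1291) and PBS-only or rank loss regions (1713), 35 words were more frequent in the first and 29 in the second at an adjusted p-value under 0.05. The first was GAGTCA, in 24.2% and 10.4% of regions (adjusted Fisher's exact p = 1.88e-20), which is part of the AP-1 word. Between the replicate 2 (2604) and replicate 1 (588) regions, 94 words were more frequent in the first and 74 in the second, a larger number. The lowest adjusted Fisher's exact p there was 5.44e-06, for GGGGCA. The sets of the splits differ in size, so neither the p-values nor the numbers of words measure the size of the differences.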
